A study of Caenorhabditis elegans with 12 samples.

How the data were processed

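Poly-A RNA was sequenced from whole young adult Caenorhabditis elegans in 4 groups of 3 libraries. Wild-type animals (strain N2) and animals lacking adr-2 were hatched on bacteria carrying either an empty RNAi vector, called control RNAi here, or a vector against sqd-1. The groups and replicate numbers come from the sample titles. The labels give 2 different growth times for the same animals, so no time is stated here. Library preparation used a stranded kit, per the labels' protocols.

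The authors deposited 5 pairwise DESeq tables, each holding 6 libraries. Per the file headers, each table gives a log2 fold change with its standard error, a p-value, an adjusted p-value and 1 normalized signal per gene and library. The normalized signal is a gene's read count divided by 1 size factor per library, computed by the authors within each table. The aligner, the read counter, its use of strand, the genome build and the DESeq version are not stated in the labels or the headers. Antisense and overlapping genes are therefore reported as uncertain.

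The size factors were undone from the smallest step between values in each library. Of 690228 values checked, 100% came out as whole reads, and 0 values differed between tables that hold the same library. The recovered totals were 29042770 to 33984832 reads per library, so 1 read is worth between 0.710 and 1.72 units of normalized signal. Ribosomal RNA genes took 28.97% to 57.8% of the reads of a library, which left 12.9 to 23.8 M reads outside them. No interval is given for counting error, because the spread between animals and plates exceeds it. Reads carry no molecular identifiers, so a limit of 3 reads, used here as the floor for a gene near 0, covers counting error only. The tables list 24619 genes in any table and 20603 in every table. Of these IDs, 24602 are in the Ensembl annotation of the WBcel235 build, which gave all coordinates, and 22915 have a symbol in the names table. There were 17 IDs in neither, shown by their ID.

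Replicates were compared before averaging. Over the 12 pairs of replicates, a chi-square of their read counts gave 19.6 to 292.8 per degree of freedom, so no replicates of a group are copies of each other. Each of the 5 comparisons was fitted within its own table, because the tables were normalized separately. The test was limma (version 3.58.1, R 4.3.3, lmFit and eBayes with a trend) on log2(value + 1), over genes with a mean of at least 10 across the 6 libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The interaction, which asks whether the effect of sqd-1 RNAi differs between genotypes, was fitted over all 12 libraries, put on one scale with median-of-ratios factors. The groups, the tests, the rule for naming genes, 9 gene lists and most alternatives were fixed before the data were examined. Genes were named by a rule: sqd-1 and adr-2, then for each comparison up to 2 rises and 2 falls of largest fold change among called genes. These also needed a mean of at least 100 in the higher group and no overlap between the libraries of the groups. Genes named outside the rule are marked as chosen after their values were seen.

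Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 54 combinations of list and contrast. The fry test and camera with an estimated correlation were run beside it. Fry's p depends slightly on the order of the libraries and design columns, so it was also run in 100 orders, a check chosen after seeing the data. Changes within replicate pairs were compared between genotypes by a two-sided exact permutation test, whose smallest possible p with 3 pairs against 3 is 0.1.

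The replicate numbers are shared by all groups. Deviations of same-numbered libraries from their group means correlated across genes at 0.25 to 0.27 between the wild-type groups and at 0.64 to 0.82 between the adr-2(-) groups. The numbers were therefore taken to pair the libraries within a genotype, where unlike numbers reached at most -0.09 in wild-type and 0.17 in adr-2(-). The evidence is weaker in wild-type, since unlike numbers reached 0.39 between genotypes. The pairing was inferred from these same libraries, as the labels do not say what a number stands for. Between genotypes the correlations of same-numbered libraries ran from -0.52 to 0.21, so the numbers pair nothing there. A fit with the replicate number as a block is given beside the sqd-1 RNAi comparisons where it changes a call.

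The alternatives were other pseudocounts (0.1 and 10), no filter, a mean of at least 50, TMM and upper-quartile scaling, eBayes without a trend and the replicate block. Fitting all 12 libraries together, leaving out each library, and adding a fold change threshold of 1 on the log2 scale were also tried. edgeR (version 4.0.16, quasi-likelihood) and DESeq2 (version 1.42.0) were run on the recovered reads, and the authors' deposited adjusted p-values were read as given. Array weights, a block per genotype and replicate number, edgeR with a block, and blocked fits without 1 pair were chosen after seeing the data.

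The fits were tested on simulated counts for 14266 genes with 200 changed. With the spread of the wild-type groups, limma recovered 89.5% of the changed genes and 4.28% of its calls were false. With the spread of the adr-2(-) groups it recovered 4% of them. With an added effect of each pair it recovered 0% without the block and 85.5% with it. The interaction fit recovered 66% with the spread of the wild-type groups and no pair effect, and was not simulated with the wider spread of the adr-2(-) groups. GC content was not analysed here, since no genome sequence was used. Figures were drawn with matplotlib 3.10.9.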

Results

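The study measured messenger RNA from whole young adult C. elegans to ask how loss of the RNA-editing enzyme gene adr-2 relates to depletion of sqd-1, which encodes an RNA-binding protein. The design crossed genotype (wild-type or adr-2(-)) with feeding RNAi (control or sqd-1), with 3 libraries in each of 4 groups. Total reads per library ranged from 29042770 to 33984832, of which 12.9 to 23.8 M reads lay outside ribosomal RNA genes.

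Both targeted genes were examined first in every library, as a check of the labels. The gene sqd-1 (WBGene00022235) lies on the + strand of chromosome IV at 6324174 to 6326422 (WBcel235) and is annotated as protein coding. In wild-type its normalized read count was 14854 ± 2100 (SD, n = 3) on control RNAi and 1401 ± 27.4 (SD, n = 3) on sqd-1 RNAi, 9.43% of the control mean. In adr-2(-) it was 18955 ± 8342 (SD, n = 3) on control RNAi and 1374 ± 338 (SD, n = 3) on sqd-1 RNAi, 7.25% of the control mean. In each genotype, all 3 sqd-1 RNAi libraries lay below all 3 control libraries. The log2 fold change in wild-type was -3.40 ± 0.155 (SE, limma adjusted p 1.29e-07). In adr-2(-) it was -3.72 ± 0.397 (SE), with a limma adjusted p of 0.0627 that became 0.00784 with the replicate number as a block. The level of sqd-1 did not differ detectably between genotypes on control RNAi (log2 fold change 0.37 ± 0.327, adjusted p 0.666) or on sqd-1 RNAi (0.03 ± 0.248, adjusted p 0.958). The sign of the latter, which is near 0, flipped under TMM and upper-quartile scaling and without adr-2(-) sqd-1 RNAi replicate 1. The difference on control RNAi leans on adr-2(-) control replicate 2, at 26231 normalized reads against 11092 and 16675 in replicates 1 and 3.

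The gene adr-2 (WBGene00000080) lies on the - strand of chromosome III at 7231039 to 7232882 and is protein coding. On control RNAi it had 817 ± 87.1 normalized reads (SD, n = 3) in wild-type, while each of the 3 adr-2(-) libraries held 2 reads, under the floor of 3. The level in adr-2(-) was at least 169-fold lower. On sqd-1 RNAi the wild-type level was 421 ± 78.6 (SD, n = 3), and the adr-2(-) libraries held 0, 4 and 0 reads. The labels were thus borne out by both genes in every library. In wild-type, adr-2 itself fell on sqd-1 RNAi to 43.4% of its control level, from 926 ± 127 to 402 ± 85.4 normalized reads (SD, n = 3). That log2 fold change was -1.21 ± 0.185 (SE, limma adjusted p 8.82e-05).

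**Figure D1:**
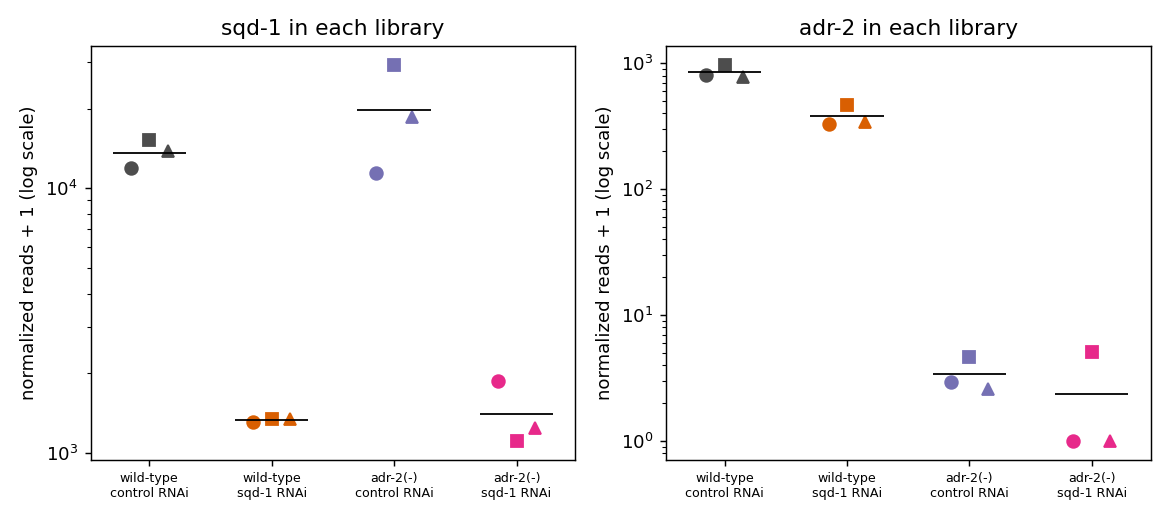
Normalized reads plus 1 of sqd-1 and adr-2 in each of the 12 libraries, on one scale and a log axis, with lines at the group means and symbols for replicates 1 (circle), 2 (square) and 3 (triangle). Every sqd-1 RNAi library lies below every control library for sqd-1, and adr-2 has at most 4 reads in each adr-2(-) library.

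The spread between replicates differed by genotype. The median SD of log2 values over genes was 0.21 on control and 0.22 on sqd-1 RNAi in wild-type, against 0.48 and 0.50 in adr-2(-). Among genes with at least 1000 reads it was 0.16 and 0.18 in wild-type and 0.42 and 0.48 in adr-2(-). On principal components of 14266 genes, component 1 held 56.7% of the variance and component 2 held 24.4%. On component 2 the adr-2(-) libraries of replicate 2 lay at -86.0 and -107.4, and those of replicate 3 at 55.4 and 68.0.

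**Figure D2:**
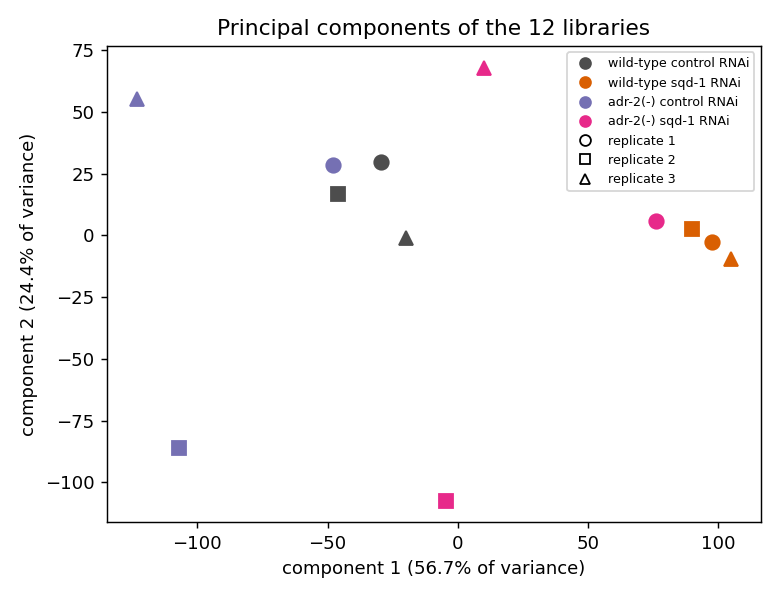
The 12 libraries on the first and second principal components of log2 values, coloured by group with symbols for the replicate number. Component 1 (56.7% of variance) separates the RNAi conditions within each genotype, and component 2 (24.4%) separates adr-2(-) replicates 2 and 3.

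The effect of sqd-1 RNAi in wild-type was tested over 14489 genes. In limma 8849 genes changed, 3957 higher and 4892 lower, which was 61.1% of the genes tested, and 5024 of them changed at least 2-fold. Fitting all 12 libraries together moved this count most among the alternatives that kept the same threshold, to 4964 genes. The split was sensitive to scaling and method. The median log2 fold change of all genes shifted by 0.13 under TMM and by 0.16 under upper-quartile scaling, and edgeR on whole reads, with a shift of 0.20, called 5215 genes higher and 4169 lower. The shift with edgeR was 0.15 in adr-2(-). The authors' deposited table has 8501 genes with an adjusted p under 0.05, 3673 higher and 4828 lower, and limma called 8227 of them.

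By the naming rule the largest rises were C07G1.7 and ZK177.9. C07G1.7 (WBGene00015573, chromosome IV, 8210906 to 8211847, - strand, protein coding) rose from 38.4 ± 64.2 to 616 ± 170 normalized reads (SD, n = 3). Its log2 fold change was 6.33 ± 1.14 (SE, limma adjusted p 0.000335). Control replicate 1 alone held 112.5 of these normalized reads, against 0 and 2.69 in the other control libraries, and leaving that library out raised the log2 fold change to 8.29. ZK177.9 (WBGene00022674, chromosome II, 5517157 to 5517743, - strand, protein coding) rose from 5.52 ± 7.62 to 208 ± 92.9 (log2 fold change 5.58 ± 0.624, adjusted p 9.19e-06). Each overlaps a protein-coding gene on the opposite strand, svh-1 and ZK177.3, so the assignment of their reads is uncertain. The largest falls were ZC53.1 (WBGene00022508, chromosome X, 1910943 to 1913357, - strand) and T01G5.7 (WBGene00011342, chromosome V, 15111960 to 15113638, + strand). ZC53.1 fell from 121 ± 23.3 to 5.42 ± 3.53 (log2 fold change -4.43 ± 0.430, adjusted p 4.03e-06). T01G5.7 fell from 135 ± 29.01 to 9.18 ± 9.42 (log2 fold change -4.21 ± 0.555, adjusted p 2.91e-05).

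The same comparison in adr-2(-), over 14068 genes, gave 4 genes in limma, all higher. With the replicate number as a block it gave 6411 genes, 2407 higher and 4004 lower. At an unadjusted p under 0.05 there were 2981 genes without the block, where 703.4 are expected by chance. The authors' deposited table, fitted without a block as far as its headers show, has 1408 genes with an adjusted p under 0.05, of which 1317 are higher. The blocked limma fit called 1356 of those. Leaving out any 1 library gave 0 to 2 genes in limma. The 4 genes were C07G1.7, ZK177.9, fog-3 and cyp-14A5, the last 2 outside the naming rule and named after their values were seen. In the adr-2(-) control libraries C07G1.7 and ZK177.9 had at most 3 reads. They were at least 126-fold and 39.8-fold higher on sqd-1 RNAi. The level of fog-3 was 15.7 ± 3.47 on control and 467 ± 5.11 on sqd-1 RNAi (SD, n = 3). That of cyp-14A5 was 267 ± 20.46 on control and 3023 ± 388 on sqd-1 RNAi (SD, n = 3).

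The effect of sqd-1 RNAi was similar between genotypes. Across 13945 genes, which are not independent replicates, the log2 fold changes in adr-2(-) correlated with those in wild-type at r 0.905 with a slope of 0.845. No library is shared by these comparisons. Of 8634 genes called in wild-type and tested in both, 8578 (99.4%) had the same direction in adr-2(-). With the replicate block, 6239 genes were called in both genotypes and 0 of them changed in opposite directions.

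**Figure D3:**
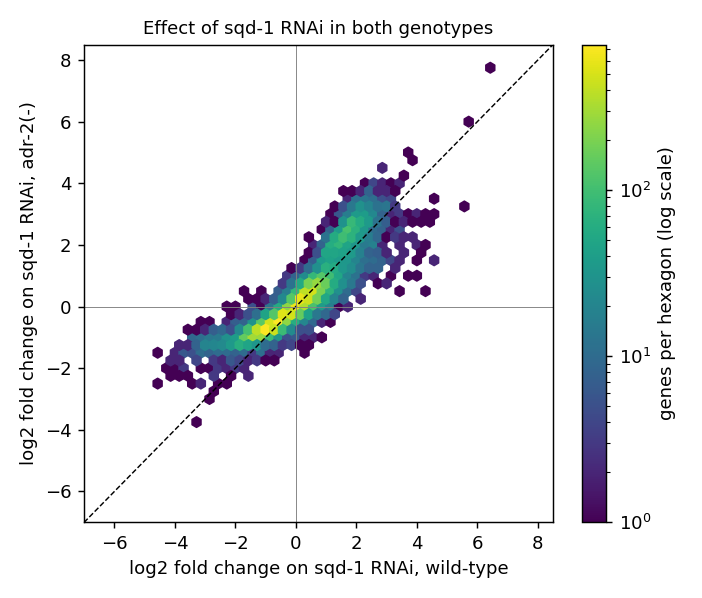
Log2 fold change on sqd-1 RNAi in wild-type (horizontal) against adr-2(-) (vertical) for 13945 genes, as counts of genes per hexagon on a log colour scale, with a dashed line of equal change. Most genes change in the same direction (r 0.905, slope 0.845), and the largest falls in wild-type are smaller in adr-2(-).

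Whether the effect differed between genotypes was tested directly as an interaction over 14266 genes. In limma 0 genes passed and 205 had an unadjusted p under 0.05, against 713.3 expected by chance. With a block for each genotype and replicate number, 0 genes passed and 1419 had an unadjusted p under 0.05, against the same 713.3 expected. Of these 1419 genes, which are not independent, 1281 (90.3%) had a higher fold change in adr-2(-). The smallest adjusted p was then 0.141.

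The effect of adr-2 loss on control RNAi was tested over 13566 genes. In limma 1 gene passed, adr-2 itself, and 1008 genes had an unadjusted p under 0.05 (678.3 expected by chance). The authors' deposited table also has 1 gene. On sqd-1 RNAi, 0 of 14697 genes passed in limma and 1781 had an unadjusted p under 0.05. The authors' deposited table has 266 genes with an adjusted p under 0.05, 257 of them higher, none of which passed in limma. DESeq2 on the recovered reads called 258. In limma the adjusted p of adr-2 was 0.157 there, although no library of either group overlapped the other.

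Animals with both changes were compared with wild-type on control RNAi over 14206 genes. In limma 6 genes passed, 4 higher and 2 lower, and 2260 had an unadjusted p under 0.05. Leaving out adr-2(-) sqd-1 RNAi replicate 2 gave 1847 genes, while leaving out any other library gave 0 to 4. The authors' deposited table has 830 genes. The falls were sqd-1 and adr-2. By the naming rule the rises were snpc-1.3 and fog-3. For snpc-1.3 (WBGene00017265, chromosome V, 5437084 to 5439168, - strand) normalized reads rose from 20.6 ± 6.07 to 661 ± 365 (log2 fold change 4.83 ± 0.449, adjusted p 0.0350). This gene overlaps acl-6 on the opposite strand. For fog-3 (WBGene00001483, chromosome I, 10016765 to 10018121, + strand) they rose from 29.8 ± 3.06 to 483 ± 6.80 (log2 fold change 3.98 ± 0.227, adjusted p 0.00386). The other 2, cyp-14A5 and ugt-29, were named after their values were seen. Their log2 fold changes were 3.38 ± 0.199 and 1.99 ± 0.194.

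Gene lists fixed before the data were examined were tested in all 6 contrasts. With camera 40 of 54 tests passed, but with fry 4 passed and with an estimated correlation 0 passed. The 4 were all in the wild-type comparison on sqd-1 RNAi, and each passed in 100 of 100 orders of the libraries. There the sperm genes rose (median log2 fold change 1.57, 37 of 38 higher, fry adjusted p 0.0169), and the oocyte and early embryo genes fell (median -2.67, 32 of 32 lower, fry adjusted p 0.0360). The germline proliferation and meiosis genes fell (median -1.14, 34 of 34 lower, fry adjusted p 0.0360) and the intracellular pathogen response genes rose (median 0.83, 8 of 8 higher, fry adjusted p 0.0112). Under fry with the replicate block, the sperm and oocyte lists had adjusted p 0.0887 and the germline sex determination genes passed (median -1.20, 19 of 23 lower, adjusted p 0.00542). The other 4 sex determination genes rose, by up to 3.91 on the log2 scale, so this list, which includes fog-3, did not move in 1 direction. Adjusted over the list alone, 36 of the 38 sperm genes and 30 of the 32 oocyte genes changed, the same numbers as over all genes. The counts also matched for the 27 of 27 major sperm protein genes, 31 of 34 proliferation and meiosis genes, 5 of 8 pathogen response genes, 84 of 127 collagen genes and 0 of 6 vitellogenin genes. For sex determination 22 of 23 genes changed adjusted over the list alone and 21 over all genes, and for ribosomal proteins 3 of 78 and 30. Of the remaining lists in wild-type, the major sperm protein genes (near-identical copies that can share reads) had a median of 0.96. The cuticle collagen genes had 0.56, the ribosomal protein genes -0.39 and the vitellogenin genes -0.40. Within replicate pairs the vitellogenin genes changed by -0.20, -0.16 and -0.71, so the size of their fall leans on replicate 3. No list median in the 5 comparisons changed sign under TMM or upper-quartile scaling.

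For adr-2 loss some lists had medians away from 0 where few genes passed over all genes, but none of them passed under fry. On sqd-1 RNAi the oocyte list had a median log2 fold change of 1.98 with 32 of 32 genes higher. Of these, 29 changed adjusted over the list alone and 0 over all genes (camera adjusted p 3.26e-21, fry adjusted p 0.180). On control RNAi its median was 0.57 with 32 of 32 higher and 0 changed adjusted over the list alone (fry adjusted p 0.258), and without adr-2(-) control replicate 2 it was 0.36. The sperm list had a median of -1.04 on control RNAi (35 of 37 lower, fry adjusted p 0.190). On sqd-1 RNAi it had -0.58 (30 of 38 lower, fry adjusted p 0.248), and -0.16 without adr-2(-) sqd-1 RNAi replicate 2. For both changes together, 26 of 27 major sperm protein genes (median 1.37, fry adjusted p 0.190) and 17 of 38 sperm genes (median 1.11, fry adjusted p 0.0925) changed adjusted over the list alone, and 0 of either over all genes. Same-numbered adr-2(-) libraries deviate together, so the shifts on the 2 RNAi conditions are not independent.

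In adr-2(-) the sperm list rose by a median of 2.18, and the oocyte list fell by a median of 1.23. Without the replicate block, 26 of 37 sperm genes changed adjusted over the list alone and 0 over all genes. That fit called 4 genes in all. The blocked fit called 6411, and its counts within the lists are not given here. Within replicate pairs the oocyte list changed by -2.42, -2.26 and -3.16 in wild-type, and by -1.64, -1.07 and -1.06 in adr-2(-). These did not overlap, and a two-sided exact permutation test gave p 0.1, the smallest possible with 3 pairs against 3. Adjusted over the 9 lists it was 0.45. The median interaction of the list was 1.41 on the log2 scale, past camera's threshold but not past that of fry (adjusted p 0.248, or 0.0887 with a block for each genotype and replicate number). For the germline sex determination genes, with a median interaction of 0.31, that blocked fry adjusted p was 0.0531, and it passed in 41 of 100 orders of the libraries.

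**Figure D4:**
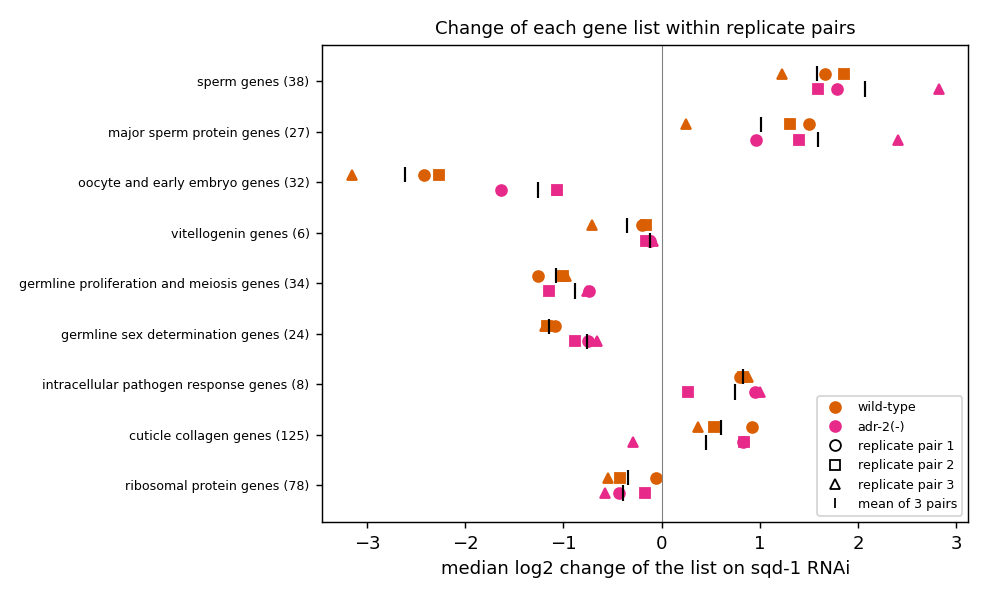
Median log2 change of each gene list on sqd-1 RNAi (horizontal) within each replicate pair, in wild-type and adr-2(-), with the number of genes in brackets and bars at the mean of 3 pairs. The oocyte and early embryo genes lie at -3.16 to -2.26 in wild-type and at -1.64 to -1.06 in adr-2(-).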

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

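Camera's interaction test of the gene lists was fixed before the data were examined, and fry was run beside it. The other tests in this part were chosen only after the results were seen, the splits of replicate pairs after other groupings had been tried. The effect of sqd-1 RNAi differed between genotypes by camera's interaction test for 4 gene lists. The median differences (adr-2(-) minus wild-type, log2) were 0.59 for the sperm genes, 0.60 for the major sperm protein genes, 1.41 for the oocyte and early embryo genes, and 0.31 for the germline sex determination genes. None passed under fry, where the adjusted p was 0.551, 0.669, 0.248 and 0.531. Fry with a block for each genotype and replicate number, which fits the pairing of the libraries, gave an adjusted p of 0.527, 0.527, 0.0887 and 0.0531. The last is at the threshold: over 100 orders of the libraries and design columns, on which fry depends slightly, it ran from 0.0368 to 0.0860 and passed in 41. That of the oocyte list ran from 0.0850 to 0.0958 and passed in 0. Whole replicate pairs were also moved between genotypes, with the RNAi of each library kept. Of the 10 splits of the 6 pairs, 5, the real one included, gave at least as many lists past camera's threshold. With a block for each pair the real split had 6 lists past camera's threshold, and 3 of 10 splits gave as many. The lists added were the germline proliferation and meiosis genes (median 0.21, adjusted p 0.0149) and the ribosomal protein genes (median -0.04, adjusted p 0.0400). The ribosomal protein median was 0.03 under TMM and -0.09 under upper-quartile scaling, so its sign depends on scaling. Passing camera here is thus weak evidence. The blocked fit had 1419 genes with an unadjusted p under 0.05 in the real split and at most 967 in another, so 1 of 10 splits gave as many. The oocyte and sex determination medians were farthest from 0 in the real split, 1 of 10 each, and the largest of another split was 0.92 and 0.18. For the sperm and major sperm protein lists 5 of 10 splits gave a median as far from 0. With 10 splits the share is never under 0.1, so chance cannot be told apart by this count. Groupings of all 12 libraries that mix the RNAi conditions decide nothing here, because the effect of sqd-1 RNAi enters them.

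For the sperm and major sperm protein lists, 1 adr-2(-) replicate pair may be the source of the difference. Without pair 3 the medians were 0.19 and 0.18. Changes within pairs overlapped between genotypes for both lists (exact permutation p 0.5 each, two-sided). Reads shared between near-identical major sperm protein genes were not separated, and a biological effect of genotype was not tested apart from this.

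The oocyte list did not rest on 1 adr-2(-) pair: whichever pair was left out, the difference stayed at 1.28 or more. The log2 fold change of sqd-1 did not show a weaker knockdown in adr-2(-), at -3.72 ± 0.397 (SE) against -3.40 ± 0.155 in wild-type. Pair 1 of adr-2(-) was knocked down less than the wild-type pairs, from 11358 to 1754 normalized reads. Without that pair the oocyte difference was 1.59, which argues against a weaker knockdown as its source. Scaling is argued against by a difference of 1.48 under TMM, and reads shared between paralogs by 1.37 over the 18 members left without close paralogs in the list. With a score of moulting genes as a covariate the difference was 1.32, so the score took up little of it. Fry did not pass for this list without the covariate either (p 0.0825, and 0.126 with it), so its result with the covariate says nothing about stage. With 3 pairs in each genotype, a difference in developmental stage cannot be told apart from an effect of genotype. A smaller fall of oocyte transcripts in animals lacking adr-2 remains a candidate explanation, with an exact p of 0.1 that 3 pairs against 3 cannot improve on.

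For the sex determination list the difference was 0.27 or more whichever adr-2(-) pair was left out, so 1 pair does not explain it. Changes within pairs did not overlap between genotypes (exact permutation p 0.1). With the smallest p that 3 pairs against 3 allow, chance and a genotype effect both stay open.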

How the results depend on the processing

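The comparison of sqd-1 RNAi in wild-type kept its count within 1.5 times under the alternatives tried, with 2 exceptions. It gave 4964 genes with all 12 libraries in one fit, which shares the wider spread of the adr-2(-) groups, and 5024 when a log2 fold change of at least 1 was also required. Leaving out single libraries gave 7803 to 8603 genes. The share called higher was 44.7%, against 51.4% under TMM, 52.5% under upper-quartile scaling and 55.6% with edgeR.

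For sqd-1 RNAi in adr-2(-), where limma gave 4 genes, the count depended on the method. It was 403 with a pseudocount of 10, 854 with array weights, 3176 with all 12 libraries in one fit, 1435 with DESeq2 and 1408 from the authors' deposited adjusted p-values. With the replicate block it was 6411 in limma and 6176 in edgeR, and edgeR without it gave 3, all among the 4. The other alternatives named here each called all 4. Leaving out single libraries gave 0 to 2. The blocked count fell to 3796 without pair 1, and was 5605 and 5775 without pairs 2 and 3. The log2 fold change of sqd-1 there passed the threshold at -3.71 with a pseudocount of 10, -3.72 with the replicate block, -3.50 with array weights and -3.75 with all 12 libraries. The blocked rise goes with the pairing by replicate number, which was inferred from these same libraries. For the other alternatives the cause was not tested.

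For adr-2 loss on sqd-1 RNAi, limma's 0 genes became 1, adr-2, with a pseudocount of 10 (log2 fold change -5.24), array weights (-8.55) and all 12 libraries (-7.78). It became 258 with DESeq2 and 266 in the authors' deposited table, while edgeR gave 0. Leaving out single libraries gave 0 to 1 genes, the 1 without adr-2(-) sqd-1 RNAi replicate 2, and adr-2 between -8.71 and -7.48. Its fold change rests on libraries with 0 to 4 reads, so it moves with the pseudocount. For both changes together, 6 genes became 542 with array weights, 248 with all 12 libraries, 194 with edgeR, 891 with DESeq2 and 830 in the authors' deposited table. Leaving out single libraries gave 0 to 1847. The last was without adr-2(-) sqd-1 RNAi replicate 2, and the cause was not tested. The replicate block gave 0 there, but numbers pair nothing between genotypes and the block costs degrees of freedom. Adr-2 loss on control RNAi gave 1 gene and the interaction 0 under all alternatives, the block included.

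The fall of adr-2 on sqd-1 RNAi in wild-type lost its call with all 12 libraries (-1.17, adjusted p 0.117). Its adjusted p was below 0.05 in the other alternatives. Of 40 list tests past camera's threshold, 4 passed with fry and 0 with an estimated correlation. The preset correlation of 0.01 was far below the estimated one for most lists. For sqd-1 RNAi in wild-type the estimate was 0.853 for the oocyte list and 0.437 for the sperm list. The pathogen response list there had -0.0696. Camera's p-values at the preset thus overstate the evidence where the genes of a list move together. Whether this alone explains each loss was not tested. Over 100 orders of the libraries, on which fry's p depends, 4 to 5 passed, and with the replicate block 3 to 4. The sperm list on sqd-1 RNAi in adr-2(-) passed fry in 17 orders without the block, and the sex determination interaction in 41 with it. The similarity of the effect between genotypes fell from 0.905 to 0.813 without a filter on low values.

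Reversals were few. The difference of sqd-1 between genotypes on sqd-1 RNAi was -0.033 under TMM and -0.0245 under upper-quartile scaling, and ran from -0.187 to 0.174 when single libraries were left out. Collagen medians for adr-2 loss ran from -1.80 to 0.0405 on control RNAi and from -1.81 to 0.409 on sqd-1 RNAi, positive without adr-2(-) replicate 3. Ribosomal protein medians ran from -0.0878 to 0.676 for adr-2 loss on sqd-1 RNAi and from -0.875 to 0.00862 for sqd-1 RNAi in adr-2(-), changing sign without replicate 2. Major sperm protein medians ran from -0.0613 to 0.670 for adr-2 loss on sqd-1 RNAi and from -0.0208 to 1.12 for the interaction. These rest on single adr-2(-) libraries. Across the 54 other results, 690 alternatives gave 135 weaker, 0 stronger, 9 reversed and 1 moved value, and 545 without a change. Only a result that had not passed could count as stronger, and few of these 54 had not, so the 0 says little. Folds are given as bounds for adr-2 on control RNAi and for C07G1.7 and ZK177.9 in adr-2(-). There no library of the lower group exceeded the floor of 3 reads. Other folds with libraries near that floor, such as that of adr-2 on sqd-1 RNAi, are fitted values of uncertain size. What else depth limits was not tested.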

Other observations

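Of the tests in this part, those on library splits, the rRNA share, slower development and the gene length of the oocyte genes and of both lists in adr-2(-) were written before their results were seen, and the rest after. All but the splits were chosen after the patterns were seen. The first pattern was that few genes passed for sqd-1 RNAi in adr-2(-) without a block. No effect of sqd-1 RNAi in adr-2(-) is argued against by 99.4% of the genes called in wild-type having the same direction there. A lower mean depth is argued against by a mean of 17.5 M reads outside rRNA genes in the adr-2(-) libraries, compared with 15.5 M in wild-type. Single libraries varied, and adr-2(-) control replicate 2 held 13.3 M with the smallest size factor, 0.553. The lowest wild-type library, sqd-1 RNAi replicate 1, held 12.9 M with a size factor of 1.01. The mean therefore says nothing about uneven depth between the adr-2(-) replicates. An uneven share of rRNA reads is argued against by 4 genes passing with that share as a covariate. The 6411 genes of the blocked fit are consistent with a spread shared by libraries of the same replicate number. The labels do not say what a number stands for.

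What differs between the adr-2(-) replicates stays open. The moulting genes (24 genes, a list written after the spread was seen, sharing 0 genes with the other lists) ranged over 2.44 and 3.78 log2 units between replicates of the adr-2(-) groups. In the wild-type groups they ranged over 1.06 and 0.85. The test against random lists decides nothing, since the list reached the percentile 100 of 10000 matched lists in all 4 groups, those without the wide spread included. For early zygotic genes, as a sign of embryo number, only 7 of 17 genes could be used, and the lower percentile in adr-2(-) was 25.7. The correlation of 0.753 across 13434 genes between the effects of adr-2 loss on the 2 RNAi conditions has the same limit. The comparisons share no library, but same-numbered adr-2(-) libraries deviate together, which raises such a correlation without any effect of genotype.

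The second pattern was that sperm genes rose while oocyte genes fell on sqd-1 RNAi. A smaller germline alone is argued against by the sperm genes' median of 1.57 in wild-type while germline proliferation genes fell. Gene length is argued against for the sperm genes, because the highest median among 10000 lists matched on exon length and mean value was 0.57 in wild-type and 0.55 in adr-2(-). The lowest median of lists matched to the oocyte genes was -1.03 in wild-type, where these genes had -2.67, and -0.88 in adr-2(-), where they had -1.23. Length and mean value go with part of the oocyte fall, since the middle of those matched lists was -0.58 and -0.56. Slower development may contribute. Moulting genes rose by a median of 1.84 in wild-type, in 3 of 3 pairs, and by 1.07 in adr-2(-), and the lower of their percentiles among matched random lists was 99.98. Genes of such a list move together, so the percentile overstates the evidence. In adr-2(-) pair 3 the moulting genes fell by 0.43 although the sperm genes rose by 2.83. The moulting genes were low in both libraries of that pair, with median scores of -1.83 on control and -2.25 on sqd-1 RNAi against the mean of all libraries. That 1 pair therefore does not decide whether a delay contributed.

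The fall of adr-2 on sqd-1 RNAi in wild-type lay at percentile 41.2 of the germline proliferation and meiosis genes, so it may be part of a fall of germline transcripts as a whole. Scaling is argued against by a log2 fold change of -1.08 under TMM. Of the 6 tested genes nearest to adr-2, 4 were lower in adr-2(-) on control RNAi and 0 passed. Their median log2 fold change was -0.33, and 21.1% of windows of 6 neighbouring genes had a median as far from 0, so an effect of the deletion on its neighbours was not detected and cannot be told apart from chance.

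Wild-type control replicate 1 had a C07G1.7 level that was 18.3% of the wild-type sqd-1 RNAi mean, while other control libraries had at most 3.62 normalized reads. Reads of a wild-type sqd-1 RNAi library in that sample are argued against as the source. The 157 other genes at least 5-fold higher on sqd-1 RNAi implied a median share of -0.17% (quartiles -3.62% and 4.51%). The same measure, over the set of genes that fits each library, gave -3.32% and 8.82% for control replicates 2 and 3, so a share of a few percent is within the scatter of controls. A first version of this test held only ZC15.1 (13.1%, 8 reads) and ZK177.9 (6.89%, 14 reads). Both were above 0 and were too few to decide, so the wider set was used instead.

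Other splits of the libraries were fitted for each comparison. With 10 splits of 6 libraries the share is never under 0.1, so chance cannot be told apart by this count. For sqd-1 RNAi in wild-type, sqd-1 RNAi in adr-2(-), adr-2 loss on control RNAi and both together, 1 of 10 splits, the real one, gave as many genes in limma, and each other split gave 0. For adr-2 loss on sqd-1 RNAi 10 of 10 did, since the real count is 0. The interaction is likewise 0, so 100 of 100 groupings of the 12 libraries gave as many, which says nothing about it. With DESeq2, 1 of 10 splits gave as many genes for sqd-1 RNAi in adr-2(-), for adr-2 loss on sqd-1 RNAi and for both. The largest count of another split was 492, 0 and 72. The 492 genes came from a split that parts 1 replicate pair and so follows the replicate numbers more than the RNAi. In that comparison the blocked fit gave 6411 genes. Among the 4 splits that part all 3 pairs, 1, the real one, gave as many genes under the block in each genotype, and the other 3 gave 0.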
